A study of Mus musculus with 8 samples. Its data were reported in "Role of microRNA 690 in Mediating Angiotensin II Effects on Inflammation and Endoplasmic Reticulum Stress" (2020).

How the data were processed

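Total RNA of epididymal white adipose tissue in 4 Agt Tg and 4 Wt samples of male mice had been amplified, labelled with biotin and hybridised to an Illumina mouse BeadChip, per the labels. The authors deposited a table of bead summary intensity values on a linear scale, with a detection p-value for each probe and array, before normalization. The authors deposited a second table of log2 values made with the Bioconductor package lumi, whose version and settings are not given in the sources used here. Set against the intensities, each column of that table kept the ranks of its own array (lowest rank correlation 1), and its sorted values matched log2 of the mean sorted intensities (median absolute difference 1.51e-05), so it was on the log2 scale and quantile normalized, not centred on genes. Its median was 7.11 on every array. The intensities showed no sign of background subtraction. The paper's methods name lumi followed by limma, with a threshold of 0.05 on p and one on fold change, and do not state whether p was adjusted. With limma here, over the probes kept below, the authors' log2 values gave 0 probes at adjusted p under 0.05 (lowest 0.271). At unadjusted p under 0.05 they gave 1121, which argues that the study's calls used unadjusted p.

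Groups and replicate numbers were taken from the labels, and columns from the sample names in the tables. Probes were named through the platform annotation, updated by Entrez ID against a RefSeq gene table of assembly GRCm38.p6, which was used for names only. Of 25696 probes 23978 had 1 gene symbol, 0 had several and 1718 had none here, 23962 were matched by Entrez ID and 0 symbols changed. No coordinates are given, since the array tables name no genome build. 1 blank row of the intensity table and 1 probe found in the second table alone were left out.

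Intensities were processed with limma 3.58.1 in R 4.3.3. Background was corrected by normexp with negative controls inferred from the detection p-values, followed by quantile normalization with an offset of 16 (neqc). Probes with a detection p under 0.05 on at least 4 of the 8 arrays were kept, which left 11624 (45.2%) and 8285 genes. Each probe was fitted with lmFit and eBayes (trend), group as the factor and no block, and p-values were adjusted by Benjamini-Hochberg over the kept probes. A gene was represented by its brightest kept probe. Values are means of normalized log2 intensity, differences are the arrays labelled Agt Tg minus Wt, and folds are 2 to the power of a log2 difference. Background correction and the offset make folds of dim probes uncertain. For a probe below background on every array of a group, the fold is a bound, from the bright group's mean against the dim group's mean of, per array, the higher of the probe's own value and the lowest value among detected probes. Detected probes numbered 11253 to 12284 per array.

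Before the data were examined, 41 gene lists were fixed. They held pathways, some of them named by the study but with genes chosen here, the study's miR-690 targets, and markers of the cell types that epididymal fat could hold. The 35 with at least 5 measured genes were tested with camera at an inter-gene correlation of 0.01, adjusted over lists, with camera at an estimated correlation and fry beside it. Macrophage markers shared 4 of their 24 measured genes with other lists, and B and plasma cell markers 0 of 7. The list of miR-690 targets comes from the study's integration of these arrays with microRNA data. The other 6 cell type lists had too few measured genes for a test. Named genes were set by rule beforehand: Agt and the genes the study measured; genes whose groups do not overlap, up to 12 in each direction by effect among those at adjusted p under 0.05 and otherwise by smallest p, said not to have passed; and up to 4 genes of smallest p from each list that passed or that the study names.

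The Agt difference and those of the study's genes were also tested by exact permutation over all 70 assignments of the arrays, whose smallest two-sided p is 0.0286. Correlations across the 8 arrays used exact permutation of all orders. The limma and camera steps were tested on simulated arrays with the means and variances of the 11624 probes, 50 probes changed at each size. For this comparison 10% of the probes changed 1.5-fold, 56% of those changed 2-fold, 96% at 3-fold and 100% at 4-fold passed at adjusted p under 0.05, with 6 false calls. Simulated probes were independent of each other, so differences in tissue makeup between real arrays were left out.

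Alternatives fixed beforehand were no background correction, the authors' log2 values, median scaling, an offset of 50, no filter, detection p under 0.01 on all 8 arrays, the mean of a gene's probes, eBayes without trend or robust, array weights, the replicate number as a block, and leaving out each array. A macrophage marker covariate was added after the data were seen. MicroRNA sequencing of these mice was not analysed here.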

Results

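Gene expression was measured in epididymal white adipose tissue (WAT) of male C57BL6/J mice aged 4 months, with 1 Illumina mouse BeadChip array per sample. Per the paper's methods, mice of both groups were fed a low fat diet. By the labels, 4 samples came from mice that overexpress angiotensinogen in white adipose tissue (Agt Tg) and 4 from wild type (Wt) mice. Angiotensinogen is the precursor of the angiotensin peptides of the renin-angiotensin system. The comparison asked which genes and pathways differ in WAT when this system is overexpressed. Of 25696 probes, the number detected above background ran from 11253 on Wt replicate 3 to 12284 on Wt replicate 4. Median intensity ran from 125 to 154 across arrays, and 2 arrays of a group correlated at 0.956 to 0.986. The 11624 probes detected on at least 4 arrays, covering 8285 named genes, were compared, and the number of arrays limits the precision of each difference. Nothing in the labels says outright that each sample came from a separate mouse, so p-values measure the spread between these samples.

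Agt, the gene named by the transgene, was not higher in the arrays labelled Agt Tg. Its log2 intensity was 7.58 ± 1.19 (SD, n = 4) there and 8.14 ± 0.57 (SD, n = 4) in Wt, a log2 difference of -0.56 ± 0.48 (SE). The exact two-sided permutation test of the group means gave p = 0.4, and the limma adjusted p was 0.718. The 95% interval of the difference ran from -1.60 to 0.48. Single arrays moved the difference, to -0.28 without Agt Tg replicate 1, -0.97 without Agt Tg replicate 2, -0.16 without Agt Tg replicate 3 and -0.32 without Wt replicate 2, and it was -0.31 on the authors' values. Within the group labelled Agt Tg, Agt was 6.74 and 6.39 on replicates 1 and 3 and 8.80 and 8.39 on replicates 2 and 4, while the Wt arrays lay between 7.50 and 8.87. Whether this probe reads the transcript of the transgene is not given in the sources used here. Directions below therefore compare the arrays labelled Agt Tg with the arrays labelled Wt, on the labels alone.

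Of the 12 genes that were fixed because the study named or measured them, 7 were detected well enough to be compared, and none passed at adjusted p over all probes or adjusted over the list alone. Map2k3, the kinase upstream of p38, was higher on every array labelled Agt Tg (11.24 ± 0.06, SD, n = 4) than on any Wt array (10.93 ± 0.17, SD, n = 4), a 1.24-fold difference. Its exact two-sided permutation p was 0.0286, the smallest that 4 arrays against 4 allow, and its adjusted p was 0.24 over the list alone and 0.481 over all probes. Mapk14, which encodes p38 alpha, differed by 0.20 ± 0.15 (SE) and Hdac4, a histone deacetylase, by 0.31 ± 0.26 (SE) on the log2 scale, both higher with overlapping groups, and Hdac4 by 0.11 on the authors' values. Single arrays carried part of both, as Mapk14 differed by 0.093 without Wt replicate 1 and Hdac4 by 0.097 without Wt replicate 2 or 0.19 without Agt Tg replicate 4. Rela, the p65 subunit of NF-kB, differed by -0.33 ± 0.18 (SE) and Atf4, a transcription factor of the stress response, by -0.023 ± 0.29 (SE), a direction that turned without Agt Tg replicate 2 (0.087) or Wt replicate 1 (0.023), 3 (0.15) or 4 (0.083). The probes of Ddit3, which encodes CHOP, disagreed, with 0.24 ± 0.23 (SE) on the brighter and -0.50 ± 0.29 (SE) on the dimmer one, and the brighter ran from 0.12 to 0.49 when single arrays were left out. Map3k7, Hspa5 and Il6 were below background on 7 or more of the 8 arrays, and Atf6 and Nfkb1 were not analysed here.

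**Figure D1:**
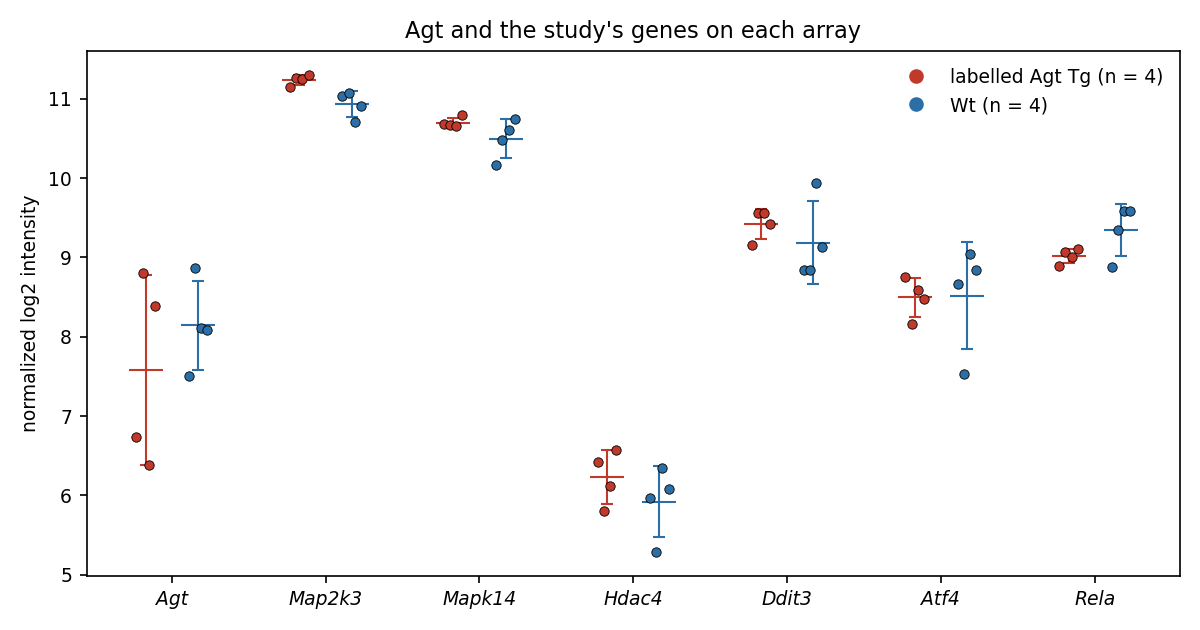
Normalized log2 intensity (vertical axis) of Agt and the study's other compared genes (horizontal axis) on each array; points are arrays, the wide dash is the group mean and the whiskers are 1 SD (n = 4 per group). Map2k3 is the gene whose groups do not overlap, and Agt spreads from 6.39 to 8.80 among the arrays labelled Agt Tg.

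Over all genes, no probe passed at adjusted p under 0.05 in limma, where the lowest adjusted p was 0.224. At unadjusted p under 0.05, 485 probes were higher and 660 lower in the arrays labelled Agt Tg, 1145 in all beside 581 that chance would give. The split depended on the scaling, since median scaling of each array in place of quantile normalization gave 160 probes higher at unadjusted p under 0.05 and 1084 probes lower at unadjusted p under 0.05. Without Wt replicate 1 the count was 742 (290 higher). Counted once per gene, 326 genes were higher and 443 lower. The groups did not overlap for 527 genes, or 6.36% of those compared, where chance gives 2.86% on average over all groupings of the arrays. Genes that vary together can put a single grouping far from that average. The 527 were not set against other groupings, so they are not read as an excess over chance. Of these 253 were higher and 274 lower.

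Genes whose groups did not overlap were named by smallest p in each direction, and none passed at adjusted p. Srgn, which encodes the granule proteoglycan serglycin of blood cells, was 2.83-fold lower (4.91 ± 0.28 against 6.41 ± 0.39, SD, n = 4, adjusted p = 0.224) and was detected on 2 of the 4 arrays labelled Agt Tg. Cd163, the haemoglobin scavenger receptor of macrophages, was 2.29-fold lower (7.45 ± 0.11 against 8.64 ± 0.38, SD, n = 4, adjusted p = 0.224). Cd209b, a lectin of macrophages, was 2.01-fold lower, Ly6d, a surface marker of early B cells, was 3.26-fold lower, and Mzb1, a chaperone of plasma cells, was 3.99-fold lower, with Mzb1 detected on 3 of the 4 arrays labelled Agt Tg. Dll1, a Notch ligand, was 2.25-fold lower, with Dll1 and Ly6d each detected on 1 of the 4 arrays labelled Agt Tg. Csprs (2.75-fold), Inka1 (2.06-fold), Churc1 (1.94-fold) and the RNA helicase Ddx21 (1.72-fold) were lower too. Chp1 (1.98-fold lower) and Slc25a3, the mitochondrial phosphate carrier (1.61-fold lower), rest on the brightest probe of each, as other probes gave 0.71 and 0.27 for Chp1 and -0.04 for Slc25a3 on the log2 scale. For Cd209b the other probes gave smaller differences, -0.55 and -0.63 against -1.01, and for Ly6d the other probe gave -1.16 against -1.70. On the authors' values, which have no background correction, the log2 differences were smaller, at -0.51 for Srgn, -0.37 for Dll1, -0.64 for Ly6d, -0.39 for Inka1, -1.06 for Mzb1 and -0.42 for Ddx21.

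On the higher side, Cavin1, a coat protein of the caveolae of adipocytes, was 2.54-fold higher in the arrays labelled Agt Tg (9.34 ± 0.19 against 7.99 ± 0.63, SD, n = 4, adjusted p = 0.337). Wt replicate 3 was the lowest there at 7.05. Ap5b1, of an endosomal adaptor complex, was 2.13-fold higher, Scnn1a, a subunit of the epithelial sodium channel, 1.95-fold, and Ppp1r37, a regulator of protein phosphatase 1, 1.88-fold. Wwp1, a ubiquitin ligase, was 1.70-fold higher, Pik3r2, a regulatory subunit of phosphoinositide 3-kinase, 1.58-fold, and Col6a2, a chain of collagen VI, 1.51-fold. Clptm1 (1.54-fold), Ccdc85b (1.49-fold), the glycosyltransferase gene Mgat4b (1.48-fold) and Trir (1.39-fold) followed. Lrch4 was 1.79-fold higher on the brightest probe, and its other probe differed by 0.12 on the log2 scale. The other probe gave 0.36 against 0.66 for Pik3r2, 0.97 against 0.56 for Mgat4b and 1.24 against 1.09 for Ap5b1. On the authors' values the log2 differences were 0.34 for Scnn1a, 0.32 for Lrch4, 0.54 for Ap5b1, 0.55 for Ppp1r37 and 0.48 for Wwp1. None of these passed at adjusted p.

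**Figure D2:**
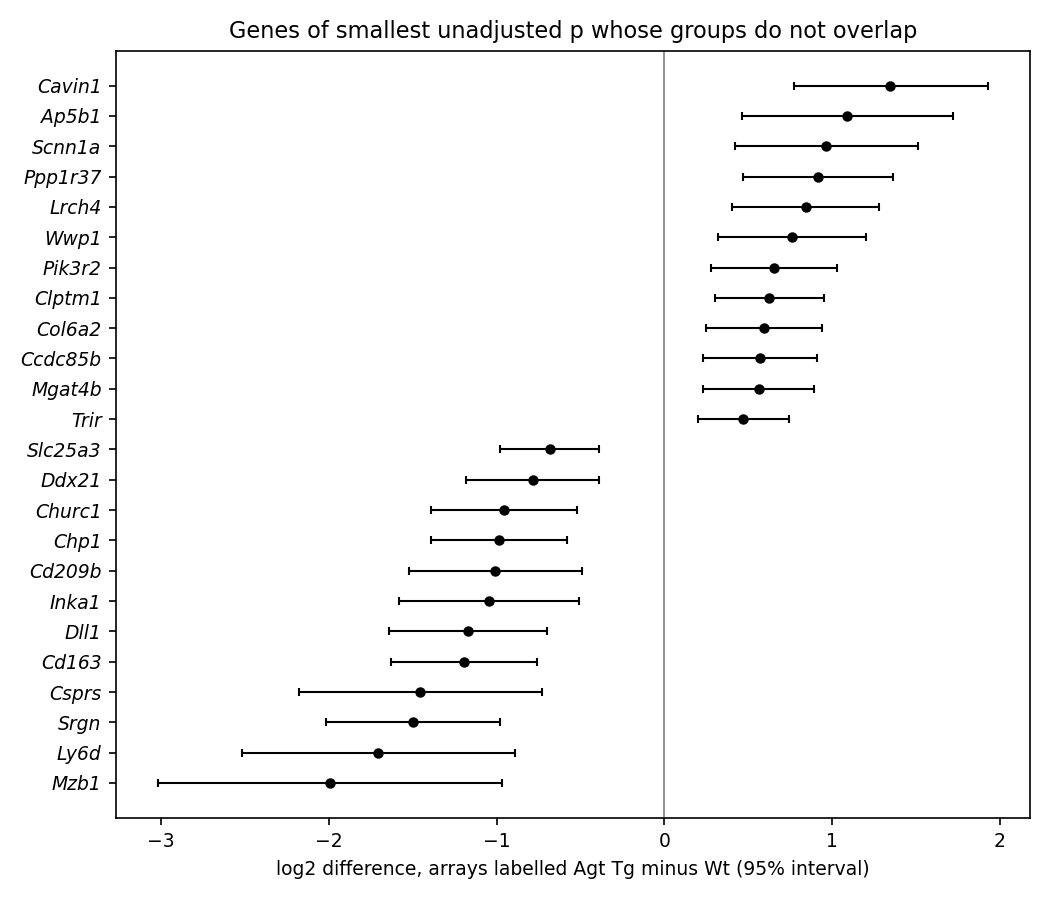
Log2 difference of the arrays labelled Agt Tg minus Wt (horizontal axis) for the genes of smallest unadjusted p in each direction whose groups do not overlap (vertical axis). Points are limma estimates from 4 arrays per group and whiskers are 95% intervals not adjusted for the number of genes; the differences run from -2.00 for Mzb1 to 1.35 for Cavin1.

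Markers of B and plasma cells were the 1 gene list of 35 tested that passed with camera (lower in the arrays labelled Agt Tg, adjusted p = 0.0204), a call lost with an estimated correlation (adjusted p = 0.882) and with fry (adjusted p = 0.728). Of its 7 measured genes 6 were lower in the arrays labelled Agt Tg, with a mean log2 difference of -0.92, and of -0.44 on the authors' values. Mzb1 was 3.99-fold lower, Cd79b, a chain of the B cell receptor complex, was 2.36-fold lower, Fcmr, the IgM receptor, was 2.28-fold lower, and Fcer2a, the low-affinity IgE receptor, was 1.89-fold lower, with overlapping groups for the last 3. Fcer2a was detected on 1 of the 4 arrays labelled Agt Tg and 3 of the 4 Wt arrays. No member passed at adjusted p over all probes, and 1 passed when adjusted over the list alone. On the authors' values Mzb1 differed by -1.06, Cd79b by -0.58, Fcmr by -0.65 and Fcer2a by -0.31. The call also ended without Wt replicate 4 (mean difference -0.57, adjusted p = 0.178), without Agt Tg replicate 2 (-0.64, adjusted p = 0.062), with median scaling (-1.01) and with the mean of a gene's probes (-0.83). Without Wt replicate 4, Cd79b differed by -0.73, Fcmr by -0.56 and Fcer2a by -0.57, and Fcmr by -0.77 without Agt Tg replicate 2. The list mean was 7.60 on Wt replicate 4 and between 5.85 and 6.70 on the other Wt arrays, against 4.83 to 6.41 on those labelled Agt Tg.

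The other cell type lists did not pass. T and NK cell markers had a mean difference of -0.34 (9 of 10 genes lower), endothelial markers -0.16 (12 of 17 lower), macrophage markers -0.22 (16 of 24 lower) and mast cell markers 0.37 (6 of 7 higher), with camera adjusted p between 0.101 and 0.129. Single arrays moved these lists in both directions, and some passed under other settings. Those passes rest on camera with the preset correlation of 0.01, which treats the genes of a list as nearly independent. The estimated correlation was 0.77 for macrophage, 0.42 for mast cell, 0.29 for T and NK cell and 0.15 for endothelial markers. Macrophage markers passed as lower without Agt Tg replicate 1 (-0.47) or 3 (-0.48) or Wt replicate 2 (-0.39), but lay at -0.06 without Agt Tg replicate 4, -0.12 without Wt replicate 1, 0.11 without Agt Tg replicate 2, -0.0094 with array weights and -0.14 on the authors' values. T and NK cell markers passed without Agt Tg replicate 1 (-0.45) or 4 (-0.42) or Wt replicate 2 (-0.49) and with the replicate block, but shrank to -0.16 without Agt Tg replicate 2 and -0.14 on the authors' values. The Endothelial cell list passed without Agt Tg replicate 2 (-0.20) or 4 (-0.21), with array weights (-0.22) and with the macrophage covariate (-0.20), and lay at -0.074 without Agt Tg replicate 3 and -0.24 with median scaling. The Mast cell list passed without Agt Tg replicate 2 (0.52) or Wt replicate 2 (0.52), and shrank to 0.18 without Agt Tg replicate 1, 0.12 without Wt replicate 3 and 0.19 on the authors' values. White adipocyte markers lay at a mean of 0.034 and a median of 0 with 7 of 14 genes on either side, and fibroblast markers at a mean of 0.053 with 8 of 14 higher.

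Lists of ER stress, inflammation and p38 signalling, pathways that the study names, did not pass. The genes of these lists were chosen here and are not the study's own pathway sets. With its own sets the study reported several inflammatory pathways and p38 MAPK signalling as upregulated in Agt Tg mice. Its pathway table counts significantly regulated genes and gives no direction, so it is unlike the mean shift tested here. Of 21 measured genes of ER stress and the unfolded protein response, 8 were higher and 13 lower, with a mean of 0.043 and a median of -0.064 (camera, higher, adjusted p = 0.948). Edem1, a lectin of ER-associated degradation, was 1.68-fold higher and Ppp1r15a, a regulatory subunit that dephosphorylates eIF2 alpha, was 1.42-fold higher, while Sel1l, of ER-associated degradation too, was 1.40-fold lower and Sec61b, of the translocon, was 1.22-fold lower. The inflammatory list had a mean of -0.066 with 9 genes higher and 12 lower (camera adjusted p = 0.549) and a median of -0.20, among them Icam1 (1.37-fold lower), Il1b (1.39-fold lower), Rela and Ccl4 (1.49-fold higher). The p38 list had a mean of 0.038 and a median of 0.15 with 14 higher and 7 lower (camera adjusted p = 0.398), with Map2k3 and Shc1 (1.19-fold) higher and Cdc42 (1.40-fold) and Dusp1, the phosphatase that turns p38 off (1.41-fold), lower. On the authors' values the log2 differences were 0.42 for Edem1, -0.30 for Icam1, -0.17 for Il1b and 0.33 for Ccl4. Single arrays moved some of these, as Ccl4 differed by 0.25 without Agt Tg replicate 1 and 0.29 without Wt replicate 2, Il1b by -0.79 without Wt replicate 2 and -0.31 without Wt replicate 3 or 4, Edem1 by 0.50 without Wt replicate 3 and Dusp1 by -0.28 without Agt Tg replicate 2. No member of these lists passed at adjusted p over all probes or adjusted over the list alone. Median scaling turned the mean of the ER stress list to -0.052 and that of the p38 list to -0.055, and the mean of the list Inflammatory cytokines and NF-kB turned without Agt Tg replicate 2 (0.16) or 4 (0.018) or Wt replicate 4 (0.015). The mean of the p38 list was 0.0024 without the detection filter and reached 0.076 at the highest among the alternatives. As the study named the inflammatory and p38 pathways from these samples, the direction of those lists is not independent evidence.

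Oxidative stress genes leaned lower without passing. Of 23 measured genes 16 were lower and 7 higher, with a mean of -0.12 (camera adjusted p = 0.101). When adjusted over the list alone, 4 genes passed, and over all probes none did. Gstm1, a glutathione transferase, was 1.46-fold lower (10.81 ± 0.18 against 11.35 ± 0.06, SD, n = 4), Sod2, the mitochondrial superoxide dismutase, was 1.42-fold lower, and Sod1, the cytosolic one, was 1.34-fold lower. Sod3, the extracellular superoxide dismutase, was 1.52-fold higher. From these samples the study reported an oxidative stress pathway, with its own gene set, among those upregulated in Agt Tg mice. The calls over the list alone are therefore not independent evidence. Their adjusted p over all probes was 0.348 for Gstm1 and 0.35 for the others. The list leaned the other way from the study's wording. The study's pathway table, though, counts regulated genes and gives no direction, so the 2 measures are not alike.

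The miR-690 targets named by the study, genes predicted to bind this microRNA, did not pass as a group. Of 57 measured genes 32 were higher and 25 lower, with a mean of 0.016 and a median of 0.039 (camera adjusted p = 0.867), and the mean turned to -0.086 with median scaling and to -0.0075 with the mean of a gene's probes. It turned as well without Agt Tg replicate 3 (-0.02) or Wt replicate 3 (-0.034). No target passed at adjusted p over all probes or adjusted over the list alone. Thbs1, a matrix glycoprotein, was 2.30-fold higher (a log2 difference of 1.20, and of 0.55 on the authors' values), and Ctnnb1, which encodes beta-catenin, was 1.78-fold lower. Bmx, a tyrosine kinase, was not above background on any array labelled Agt Tg and was at least 1.44-fold higher in Wt after background correction, though its log2 difference was only -0.26 on the authors' values, which have none. The list was chosen in part on these samples, so its count is not independent evidence.

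The remaining pathways did not pass with camera. Ribosomal protein genes had a mean of -0.14 with 17 of 23 lower and stood nearest to the threshold (camera adjusted p = 0.0504; adjusted p = 0.882 with an estimated correlation). The list passed on the authors' values (-0.14), among other settings, and without Agt Tg replicate 1 (-0.17) or 3 (-0.18) or Wt replicate 2 (-0.18) or 3 (-0.17), and the mean of the Ribosomal proteins list shrank to -0.088 without Agt Tg replicate 2. Oxidative phosphorylation genes had a mean of -0.11 (20 of 31 lower), interferon response genes -0.20 (14 of 19 lower) and heat shock genes -0.23 (8 of 10 lower). All 12 measured genes of the adipogenesis programme were higher, with a mean of 0.18 and no member that passed. Adipogenesis genes passed without Agt Tg replicate 3 (0.25) or Wt replicate 2 (0.26), but their mean shrank to 0.094 without Agt Tg replicate 2 and 0.085 with median scaling. Interferon genes passed without Agt Tg replicate 4 (-0.25) or Wt replicate 2 (-0.26) and shrank to -0.12 without Wt replicate 4 and on the authors' values, while median scaling gave -0.32. Oxidative phosphorylation genes passed without Agt Tg replicate 2 (-0.16) and shrank to -0.061 without Agt Tg replicate 3. The heat shock mean was -0.15 with the mean of a gene's probes. With array weights the heat shock and oxidative phosphorylation lists passed, and with the macrophage covariate the oxidative phosphorylation list did. Over the 20 further lists tested, mean differences ran from -0.29 to 0.18 and camera adjusted p from 0.169 to 0.949. The signs of mean, median and test were not the same for the cell cycle, lipolysis, mesothelial, adipokine and white adipocyte lists. Of these further lists, immediate early genes passed without Agt Tg replicate 2 and MHC class II genes without Wt replicate 2, and fatty acid and triglyceride synthesis genes passed with the macrophage covariate. With an estimated correlation no list passed, nor did any with fry's test of a shift in one direction. Its test of changes in either direction, which does not compare a list with other genes, called 1 list, Hypoxia and angiogenesis (adjusted p = 0.0138), of which 6 genes were higher and 8 lower with a mean of -0.095.

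**Figure D3:**
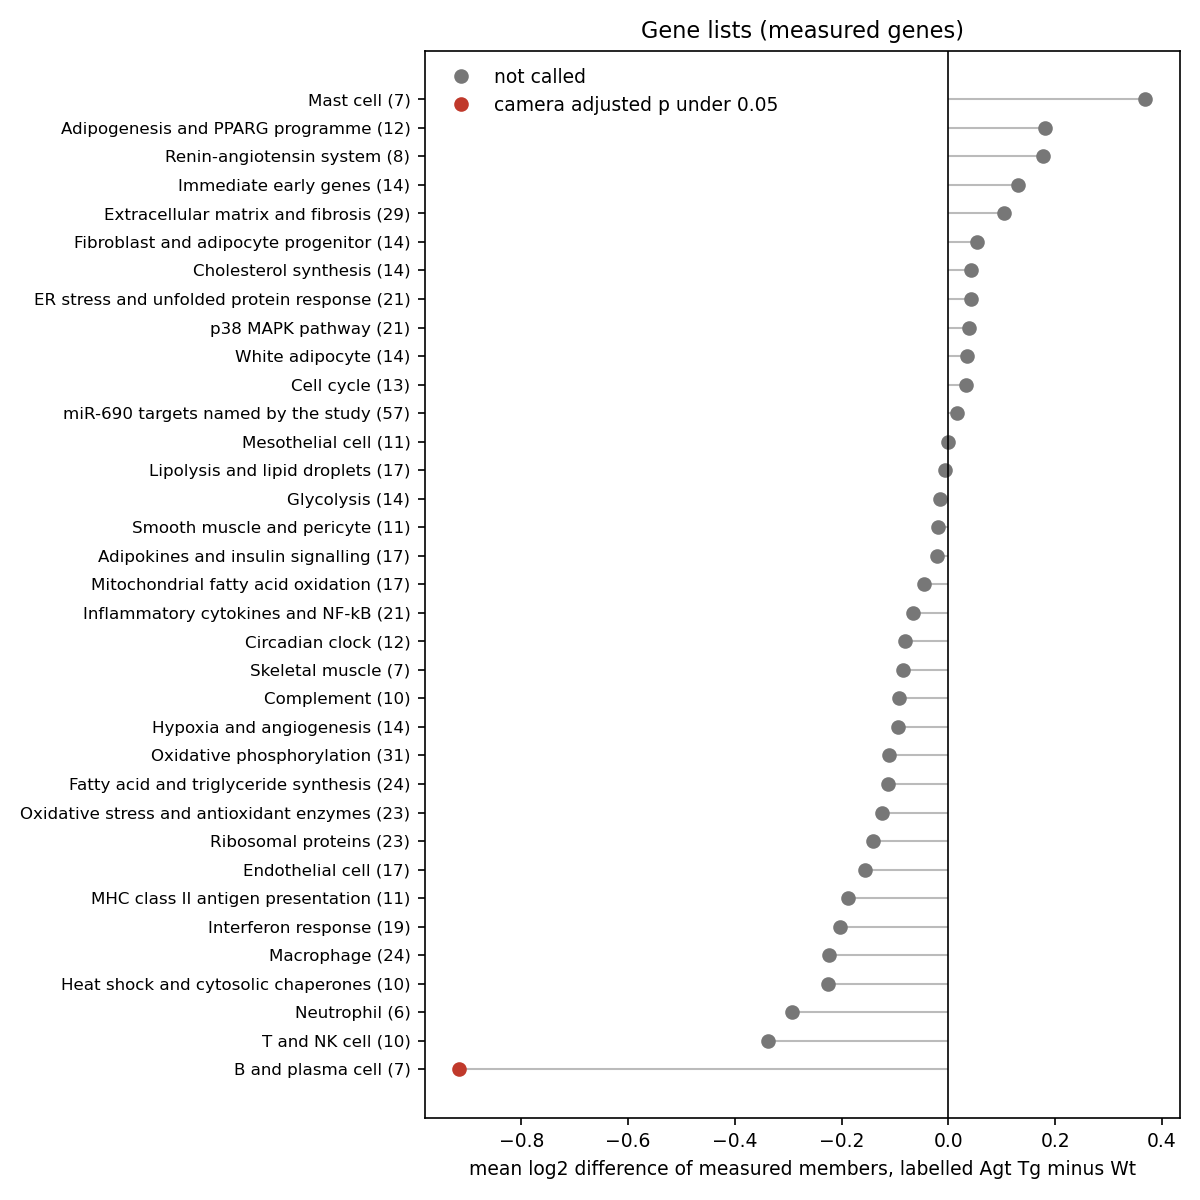
Mean log2 difference, arrays labelled Agt Tg minus Wt (horizontal axis), over the measured genes of each list (vertical axis, number of genes in brackets). The B and plasma cell list, at -0.92, is the 1 list with a camera adjusted p under 0.05, a call lost with an estimated correlation and with fry.

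Arrays of both groups differed in the balance of macrophage and adipocyte transcripts. The mean log2 intensity of macrophage markers was 10.26, 8.51, 10.30 and 9.04 on replicates 1 to 4 labelled Agt Tg and 10.05, 9.24, 9.77 and 9.94 on Wt replicates 1 to 4, a 3.45-fold range. White adipocyte markers ran the other way (Pearson r = -0.95, exact permutation p = 0.000719, Spearman rho = -0.88, exact permutation p = 0.00724), and Agt was lower where macrophage markers were higher (Pearson r = -0.85, exact permutation p = 0.00925, Spearman rho = -0.93, exact permutation p = 0.00223). Without the 2 arrays farthest from the median, r was -0.93 and -0.94. Adipocyte markers looked at singly were not uniform. Fabp4 spanned 8.12-fold and Nnat 3.56-fold, but Adipoq 1.67-fold. Lep did not run the other way, as it was lowest (14.65) on Agt Tg replicate 2, where macrophage markers were lowest. Agt was higher where adipocyte markers were higher (Pearson r = 0.87, exact permutation p = 0.0068, Spearman rho = 0.88, exact permutation p = 0.00724, r = 0.77 without the 2 farthest arrays). Over the 4 relations computed, the Benjamini-Hochberg adjusted permutation p was 0.00288 for adipocyte against macrophage markers and 0.0123 for each relation of Agt by Pearson's r. By Spearman's rho it was 0.00893 for Agt against macrophage markers and 0.00966 for the other relations given here. No slide or scan batch is given in the columns used here, so no relation could be checked within batches.

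**Figure D4:**
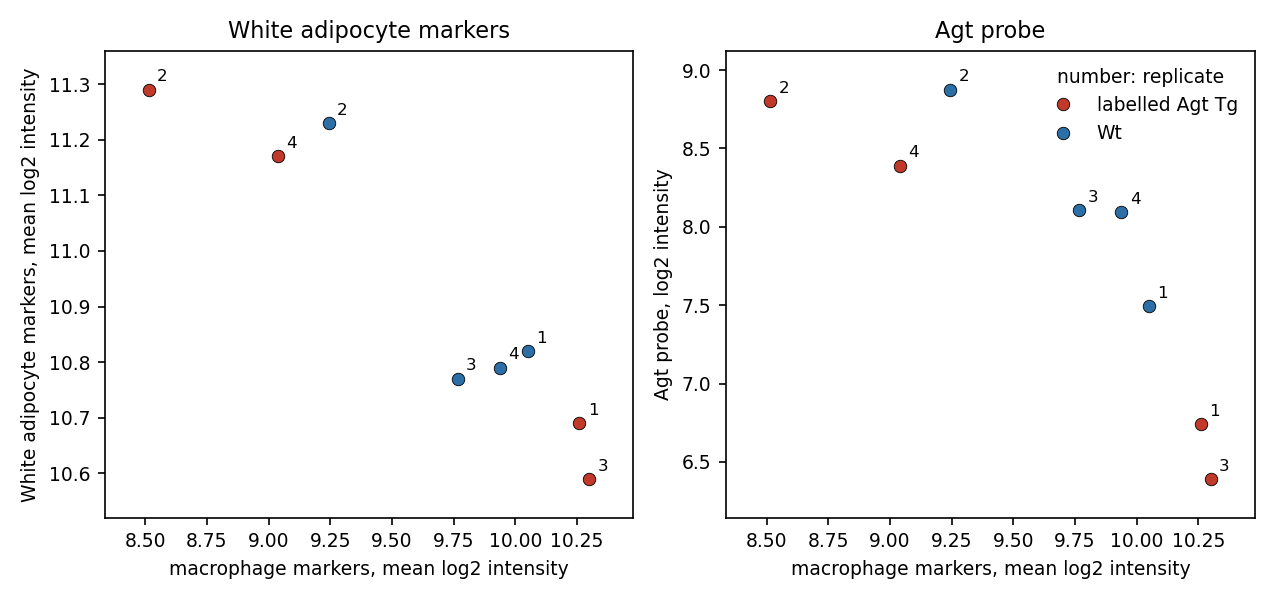
White adipocyte marker mean (left, log2 intensity) and Agt (right, log2 intensity) against the macrophage marker mean (log2 intensity) of the same array; each point is an array and its number the replicate. Both fall as macrophage markers go from 8.51 to 10.30, and the arrays labelled Agt Tg take both ends of the range.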

Values the study reported

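The study reported 9459 genes expressed in the Agt Tg and Wt groups. Of these, 895 were called differentially expressed, 338 of them up and 557 down in Agt Tg mice at the thresholds of absolute fold change ≥1 and p-value ≤0.05. For Map2k3 in the mice it described a 50% reduction of expression.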

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

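The tests of the weighed pattern in this part were chosen after the result was seen. Within groups of 4 arrays, 11 of 140 sets of values held an array far from the other 3, where chance gives about 7. On Wt replicate 3, Cavin1 was 7.05 (others 8.22 to 8.39), Lrch4 5.32 (5.75 to 5.78), Ap5b1 5.38 (6.56 to 6.75) and Ddx21 7.06 (7.43 to 7.51). On Agt Tg replicate 4, Mapk14 was 10.79 (10.66 to 10.68), Wwp1 7.39 (7.97 to 8.07), Ly6d 5.35 (4.63 to 4.72) and Fcer2a 5.49 (4.54 to 4.69). On Wt replicate 2, Ccl4 was 5.90 (6.97 to 7.09), the mean of the adipogenesis list 8.34 (8.05 to 8.06) and that of the white adipocyte markers 11.23 (10.77 to 10.82). All are log2 intensities.

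Wt replicate 3 carried 4 of these and lay at 46.94 on the second principal component (22.8% of variance), where the other arrays lay between -11.54 and -0.52, although Agt Tg replicate 2 deviated about as widely over all probes (0.506 against 0.513 on the log2 scale). Fewer detected probes on that array do not account for all of it, since among the brightest probes its deviations spread 1.46 times as wide as the median of the other arrays (0.457, with 0.436 the widest other). Its balance of macrophages and adipocytes does not either, as the slope on macrophage markers accounted for 0.129% of the variance of its deviations. Where one probe of a gene lay over 1 log2 unit away, the gene's other probe deviated the same way for 70.6% of 85 genes (exact binomial 95% interval 59.7% to 79.98%), below the 81.8% to 100% of the other arrays. Part of the deviation may therefore lie in single probes and part in transcripts, and a difference in RNA handling or in the mouse stays open and untested.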

How the results depend on the processing

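The macrophage marker covariate was chosen after the data were seen. No alternative gave a probe at adjusted p under 0.05, and the Agt difference stayed lower in the arrays labelled Agt Tg throughout (-0.97 to -0.16). Of 985 values of 50 named genes under alternatives, 0 passed and 7 turned sign, and 48 genes kept theirs. Of 328 values of 15 lists, 33 passed where the list had not before and 6 no longer passed. Without the detection filter there were 2126 probes at unadjusted p under 0.05 (921 higher, 1205 lower), as more probes were tested. Median scaling gave 160 probes higher at unadjusted p under 0.05 and 1084 probes lower at unadjusted p under 0.05. Leaving out 1 array gave 742 to 1328 (290 to 543 higher, 452 to 794 lower), fewest without Wt replicate 1.

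The number of lists called was 2 without background correction, 2 on the authors' values, 0 with median scaling, 2 with an offset of 50, 2 without the filter, 0 with detection p under 0.01 on all 8 arrays (which left the B and plasma cell list too few genes), 2 with robust eBayes, 5 with array weights (heat shock and endothelial among them), 4 with the macrophage covariate, 0 with an estimated correlation, 0 with fry in one direction (1 with changes in either direction) and 0 to 8 without 1 array. The mean of the B and plasma cell list shrank to -0.44 without background correction and on the authors' values, where it still passed. It no longer passed with median scaling (-1.01), the mean of a gene's probes (-0.83), an estimated correlation (-0.92) or fry (-0.92), nor without Agt Tg replicate 2 or Wt replicate 4 (-1.17 to -0.57 over arrays left out).

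Directions turned with median scaling for the ER stress list (-0.052), the p38 list (-0.055) and the miR-690 targets named by the study (-0.086). With the mean of a gene's probes they turned for Ddit3 (-0.13) and the miR-690 targets (-0.0075), with array weights for Atf4 (0.056) and the list of Inflammatory cytokines and NF-kB (0.062), and with the macrophage covariate for Atf4 (0.074) and the inflammatory list (0.0795). Without 1 array, Atf4 ran from -0.35 to 0.15, the inflammatory list from -0.24 to 0.16, the miR-690 targets from -0.034 to 0.049 and the macrophage list from -0.48 to 0.11. None of these passed in either direction except the macrophage list, which passed as lower without Agt Tg replicate 1 or 3 or Wt replicate 2. The cause was not tested.

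With the replicate number as a block (replicate block), 3 lists were called (ribosomal, T and NK cell, B and plasma cell), there were 1368 probes at unadjusted p under 0.05, and no other call changed. The block moved the camera adjusted p of the B and plasma cell list from 0.0204 to 5.13e-05. Whether the numbers pair the samples is unclear. Deviations of same-numbered samples correlated at 0.33 and 0.39 for replicates 1 and 2 but at -0.04 and -0.08 for replicates 3 and 4. Of 8 samples, 4 correlated best with their own number. Slide as a block was not run, since the columns used give none. Signal over background limits the dim genes, as 14072 probes were left out by the filter.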

Other observations

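The genes named in the first 2 paragraphs were chosen after their values were seen, as were the macrophage covariate and the tests of explanations for Agt and for the B and plasma cell list; leaving out each array and the counts over other splits were planned. Genes with a wide spread between arrays of a group included alpha-1-antitrypsin genes and some genes of macrophages. Serpina1b, an alpha-1-antitrypsin gene, was 12.26 and 12.40 on Agt Tg replicates 2 and 4, and between 6.71 and 7.73 on the other 6 arrays, a 51.6-fold range. Its paralog Serpina1d, which shares much of its sequence and can cross-hybridise, was 10.07 and 10.38 on the same arrays and 5.53 to 6.05 elsewhere. Rnase2a, an eosinophil-associated ribonuclease, was 4.44 and 4.74 on Agt Tg replicates 1 and 3 and 6.48 to 9.67 on the others. No explanation was tested for these genes.

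Some macrophage genes, named here for their wide range, differed between arrays, while others spanned less, such as Lyz2 (2.42-fold) and Cd14 (2.69-fold). Gpnmb, a membrane glycoprotein gene of macrophages, was 12.60 and 12.64 on Agt Tg replicates 1 and 3, 8.77 and 10.26 on replicates 2 and 4, and 10.57 to 12.14 in Wt. Trem2, a lipid receptor of macrophages, spanned 8.79-fold, Mmp12 10.8-fold, and Itgad, an integrin of tissue macrophages, 42.4-fold. The Wt arrays alone spanned less, from 8.51 to 10.20 for Trem2 and from 6.41 to 7.88 for Mmp12. Saa3 (27.3-fold) and S100a8 (12.4-fold), genes of acute inflammation, spanned wide ranges as well. The inflammatory list mean ran from 6.40 to 7.60 among the arrays labelled Agt Tg and from 6.66 to 7.37 in Wt, so its spread within a group exceeded the difference between groups.

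Agt was not higher in the arrays labelled Agt Tg, although the labels name its overexpression. A rise hidden by the macrophage to adipocyte balance is argued against. With the macrophage marker mean as a covariate the difference was -0.86 ± 0.18 (SE, limma adjusted p = 0.118, with 0.118 to 0.931 over the alternatives). Macrophage markers were slightly lower in the arrays labelled Agt Tg (9.53 against 9.75), and Agt ran against them within both groups. The covariate could therefore only lower the difference, so it adds little to those means. A probe that does not read the transgene's transcript stays open: of the 4 arrays labelled Agt Tg, 0 lay above the highest Wt array, and the probe's match to the transgene is not given here. A wrong label on single arrays was not tested.

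B and plasma cell markers were on average lower in the arrays labelled Agt Tg, though groups overlapped for every measured gene but Mzb1. The call was lost with an estimated correlation (camera adjusted p = 0.882) and with fry (adjusted p = 0.728). A lower share of all non-adipocyte cells stays open: macrophage (-0.22), endothelial (-0.16) and T and NK cell markers (-0.34) were lower too, fibroblast (0.053) and mast cell markers (0.37) were not, and the list's gap to the mean of the macrophage, endothelial, fibroblast and mast cell lists differed between groups by -0.93 ± 0.46 (SE; exact two-sided permutation p = 0.0857). A single Wt array rich in B cells stays open as well, since without Wt replicate 4 the difference was -0.57, or 62.1% of its size (exact two-sided permutation p = 0.229), and the call ended (adjusted p 0.178, with 5.13e-05 to 0.882 over the alternatives). Across arrays the B and plasma cell mean went with the T and NK cell mean by Pearson's r (0.74, exact permutation p = 0.0358, the same when adjusted over the 4 relations computed) and not by Spearman's rho (0.50, exact permutation p = 0.216), and r was 0.59 without the 2 farthest arrays. On Wt replicate 4 Fcmr was 9.50, against 6.66 to 7.48 on the other Wt arrays. Mzb1 was 8.85 there and 7.54 to 8.39 on the other Wt arrays, so it did not single that array out. A piece of lymphoid tissue in some fat pads is a candidate source, as is a difference between the genotypes, and neither was tested further.

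Chance could not be excluded for the number of probes at unadjusted p or of lists called. Of the 35 splits of the 8 arrays into 4 and 4, 4 gave as many probes at unadjusted p under 0.05 as the 1145 of the real split, and the highest of the others gave 1773. At adjusted p the real split gave 0 probes, which all 35 splits reach by construction, so that count tests nothing; the highest of the others was 222. For lists called, 34 splits reached the 1 of the real split, and the highest gave 18. The split with 1773 and 222 probes set Agt Tg replicates 1 and 3 with Wt replicates 1 and 4 against the rest. It was the split with the widest gap in macrophage markers, and it was picked because its counts were the highest. By those counts the samples held a structure larger than the labelled groups that went with macrophage markers. Its cause was not tested.

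Map2k3 was 1.24-fold higher in the arrays labelled Agt Tg. That is the opposite direction to the value quoted from the study above, which came from another assay and not from these arrays, and whether both used the same mice is not given in the sources used here. Outside the comparison, 55 probes left out by the filter were detected on 3 arrays labelled Agt Tg and no Wt array, and 146 on 3 Wt arrays and no array labelled Agt Tg. Detected probes were most numerous on Wt replicates 1, 2 and 4 (12137, 12077 and 12284). These counts were not set against other splits, so they are not read as a difference between groups.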
